A study of Mus musculus with 14 samples. Its data were reported in "Atf3 controls transitioning in female mitochondrial cardiomyopathy as identified by spatial and single-cell transcriptomics" (2025).

How the data were processed

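Bulk RNA-seq had been performed on whole hearts of 14 female mice in 2 experiments. All mice were FS6KD, that is, they carried a knockdown of Ndufs6, which encodes a subunit of respiratory complex I. In the knockout experiment, 4 Atf3+/+FS6KD and 4 Atf3−/−FS6KD hearts had been collected at 12 weeks. In the AAV experiment, 3 hearts each had received MyoAAV2-shCtrl or MyoAAV2-shAtf3 at the neonatal stage. The labels do not give the age at which the AAV hearts were collected. MyoAAV2 is an adeno-associated virus directed at muscle that carried a short hairpin RNA (shRNA) against Atf3 or a control.

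Total RNA had been extracted with a fibrous tissue kit, and stranded mRNA libraries had been made from it. For the knockout experiment, the study states single-end sequencing, mapping to GRCm38 (patch 6) and counting with FeatureCounts, and it does not state the aligner. For the AAV experiment no mapping or counting is stated, and its table lists the same genes in the same order. The authors' deposited tables hold 1 estimated count per gene and library, with neither normalization nor pooling of replicates. Between 19.3% and 24.4% of the 42396 values of a library were not whole (no tolerance was applied), so the values were taken to be estimates rather than raw counts. They were rounded to whole numbers before every test. The design chosen before the data were examined had assumed whole counts, and the same count tests were kept.

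Of the 42396 genes listed, 40017 matched a symbol of the RefSeq annotation of GRCm38. The remaining 2379 carry the symbol of another gene with an added number, such as Cthrc1_1. They were read as copies of that gene on alternate loci of the assembly, a reading that the labels do not state. They held 2.40% to 2.59% of the counts of a library. A gene and its copy share reads, so the values of such a gene are uncertain. The same holds for overlapping and antisense genes, because the use of strand in the counting is not stated. The 13 OXPHOS genes encoded by mitochondrial DNA were not analysed here.

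Libraries were grouped by the GEO labels. In the AAV table the column names read the other way round from the labels: columns named for Atf3 belong to libraries labelled MyoAAV2-shCtrl, and columns named as controls to libraries labelled MyoAAV2-shAtf3. The labels were followed, the libraries are called "labelled shCtrl" and "labelled shAtf3" throughout, and every direction in the AAV experiment is conditional on them. Total counts ranged from 33914931 to 134920825 in the knockout experiment and from 30085432 to 40534913 in the AAV experiment. In each genotype of the knockout experiment, replicates 3 and 4 were deeper than replicates 1 and 2, and these were treated as 2 depth batches. Replicates were compared by a chi-square per gene, which was between 7.31 and 99.3 for every pair within a group, so no pair agreed within sampling noise. All deposited columns of samples were used (0 were left out).

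Genes above 1 CPM in at least 1 library of the comparison were tested, the filter that the study states. Each gene was compared with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood F-test, two-sided, Benjamini-Hochberg adjusted p below 0.05) on the 2 groups of the experiment with no covariate. The study used a test per gene on normalized values at an unadjusted threshold. CPM of single genes are TMM-normalised unless called raw CPM. Mean log2 CPM were computed with a prior count of 2. The difference between the experiments was tested as an interaction in 1 edgeR fit of all 14 libraries. Fold changes of the 2 experiments were correlated across genes, with no p because genes are not independent replicates.

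Gene sets were chosen before the data were examined, and most stood for processes that the text of the study names. These were nuclear-encoded OXPHOS subunits without Ndufs6, the mitochondrial ribosome, mitochondrial protein import, glycolysis and fatty acid oxidation. Collagens, genes of the mitochondrial integrated stress response (ISRmt) and heart failure markers stood for such processes too. Proteasome subunits made up a further set, and the text of the study does not name the proteasome. These 9 sets were tested with camera from limma 3.58.1 at an inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over the 9 sets. Beside it, fry and camera with an estimated correlation were run. Further lists served as checks: markers of cardiomyocytes, fibroblasts, endothelial cells, macrophages, lymphocytes, adipocytes, erythrocytes and atria, immediate early genes, clock genes, interferon response genes and cytosolic ribosomal proteins.

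Single genes were named by a rule written before the data were examined. It covers Atf3, Ndufs6, Ppargc1a, Nppb, Nppa, Ankrd1, Atf4, Atf5, Mthfd2, Shmt2, Ddit3, Fgf21, Btg2 and Col1a1 where the filter kept them (Fgf21 did not pass it). It adds for each comparison up to 5 genes per direction with the greatest change among those at an adjusted p below 0.05, above 1 log2 CPM on average and with no overlap between the groups. If none passed, the 3 genes per direction with the smallest unadjusted p and no overlap were taken. Predicted genes were counted and not named. Other genes are said to have been chosen after their values were seen.

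The alternatives tried were other scalings (RLE size factors, library size alone), DESeq2 1.42.0, limma-trend (prior count 4), no filter, edgeR's filterByExpr, an unadjusted threshold, a log2 fold change above 1, the replicate number as a block, a trend over exonic length removed from each library, and each library left out in turn. DESeq2 was run on all genes listed, without the CPM filter, so its counts differ from those of edgeR in tool and filter together. A depth batch term, each depth batch alone, copies merged into their gene and exchanged AAV groups were added after seeing the data. Exonic length was known for 94.0% of the genes tested in the knockout experiment and 94.4% of those tested in the AAV experiment. The procedures were tested on simulated counts with 200 genes changed by a log2 fold change of 1. edgeR called 85.5% of them in the simulated knockout comparison (15438 genes, 8 false calls), 93% in the simulated AAV comparison (15192 genes, 13 false calls) and 70.5% in the simulated difference (15593 genes, 1 false call). DESeq2 called 92.5% and 90.5% in the first 2 of these, on 42396 genes each, with 39 and 14 false calls. A set shifted by −0.2 was called by camera and by fry in both comparisons, with 0 of the 8 other sets called. The simulated genes varied independently, so these runs do not test the set calls where genes are correlated. The simulated shift was also larger than the measured OXPHOS medians (−0.11 and 0.10).

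The positions of the guide sequences that the study used to delete part of Atf3 were found by exact match to GRCm38, with the adjacent motif read on both strands. Intervals for shares of counts are 95% Wilson intervals and cover counting error only. Figures were drawn with matplotlib 3.10.9.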

Results

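The transcriptome of 14 female FS6KD hearts was measured by bulk RNA-seq. The knockout experiment held 4 Atf3+/+FS6KD and 4 Atf3−/−FS6KD hearts at 12 weeks. The AAV experiment held 3 hearts labelled MyoAAV2-shCtrl and 3 labelled MyoAAV2-shAtf3. Total counts were 42409691, 33914931, 118654292 and 134920825 in Atf3+/+FS6KD replicates 1 to 4, and 35133224, 37058252, 112904389 and 124118045 in Atf3−/−FS6KD replicates 1 to 4. They were 40534913, 39378740 and 38147825 in the libraries labelled shCtrl, and 34386778, 31356296 and 30085432 in those labelled shAtf3. Ndufs6, the gene knocked down in all mice, was detected at 2.40 to 3.72 raw CPM across the 14 libraries.

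Atf3, the targeted gene, was examined first. It lies on the minus strand of chromosome 1 (GRCm38, 191170296 to 191183333) and has 4 exons. The exon 2 guide, CCAGCGCAGAGGACATCCGA, matched the antisense strand of the transcript at 191177284 to 191177303 in coding sequence, next to a TGG motif. The exon 4 guide, CCCAGCAGCCAAGAGCCGTT, matched the transcript strand at 191171358 to 191171377 in the 3′ UTR, next to a GGG motif. A deletion between both cut sites removes 497 of 1984 exonic bases and 373 of 543 coding bases (68.7%), and it leaves 1487 exonic bases (75.0%). Reads from the remaining exonic sequence are counted to the gene, so the count does not measure the intact transcript.

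Atf3 was not lower in Atf3−/−FS6KD. It was present at 25.8, 6.90, 6.91 and 6.36 CPM in Atf3+/+FS6KD replicates 1 to 4 and at 25.6, 37.6, 22.7 and 14.3 CPM in Atf3−/−FS6KD replicates 1 to 4. The means were 11.5 ± 9.53 CPM (SD, n = 4) and 25.1 ± 9.64 CPM (SD, n = 4). The log2 fold change was 1.14 (SE 0.49) with an adjusted p of 0.480 in edgeR, so the difference did not pass the threshold. It rested on Atf3+/+FS6KD replicate 1 in size: without that library the log2 fold change was 1.89 (adjusted p 0.113). Over all alternatives the adjusted p of Atf3 ranged from 0.113 to 0.718.

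In the AAV experiment Atf3 was not lower in the libraries labelled shAtf3 either. Its level was 12.5 ± 2.13 CPM (SD, n = 3) in the libraries labelled shCtrl and 16.6 ± 4.52 CPM (SD, n = 3) in those labelled shAtf3. The log2 fold change was 0.41 (SE 0.19, edgeR adjusted p 0.420). It was 0.20 without the library labelled shAtf3 replicate 1. The difference did not pass the threshold and lay in the direction opposite to a knockdown, and the column names of the deposited table read the other way round from the labels. All directions given for the AAV experiment hold only if the labels are right.

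**Figure D1:**
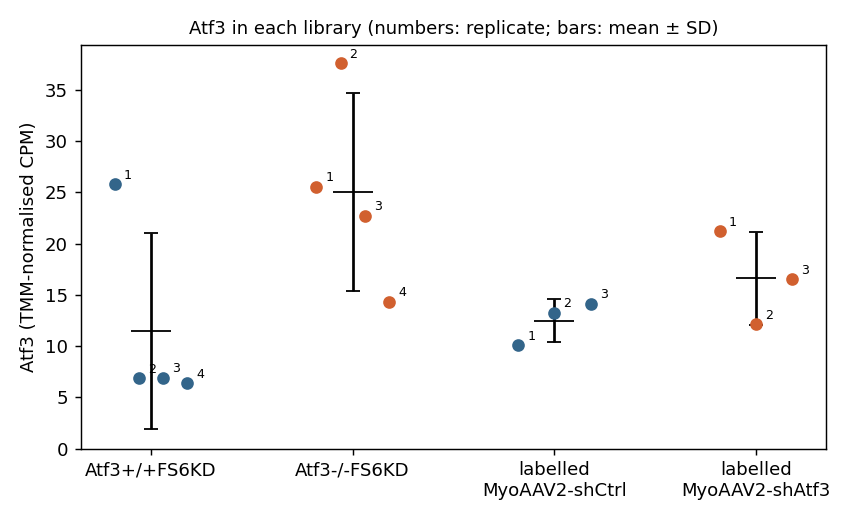
Atf3 in each of the 14 libraries as TMM-normalised CPM (vertical axis) by group (horizontal axis), with the replicate number beside each point and the mean ± SD of each group as bars. Atf3+/+FS6KD replicate 1 (25.8 CPM) lies apart from the other 3 libraries of its group (6.36 to 6.91 CPM), and the 4 Atf3−/−FS6KD libraries lie between 14.3 and 37.6 CPM.

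The knockout comparison asked which genes respond to the loss of Atf3 in the FS6KD heart. Of 15592 genes tested, 0 reached an adjusted p below 0.05 in edgeR. The smallest adjusted p was 0.0743. At an unadjusted p below 0.05 there were 1575 genes, of which 844 were higher and 731 lower in Atf3−/−FS6KD, against 780 that chance gives. The biological coefficient of variation was 16.4%. The 2 groups did not overlap for 890 genes (5.71%), where chance gives 2.86%. DESeq2, which was run without the CPM filter, moved the count most among the tools, to 196 genes (106 higher, 90 lower). Without the filter edgeR gave 2, and limma-trend with the filter gave 0. Within the depth batch of replicates 3 and 4 edgeR called 8 genes, within that of replicates 1 and 2 it called 0, and with the batch as a term it called 0. Leaving out 1 library gave 15 genes without Atf3+/+FS6KD replicate 1, 15 without Atf3−/−FS6KD replicate 3, 6 without Atf3+/+FS6KD replicate 4, and 1 each without Atf3+/+FS6KD replicate 2 or Atf3−/−FS6KD replicate 2. The other 3 libraries left the count at 0.

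As no gene passed the adjusted threshold, the genes with the smallest unadjusted p and no overlap between the groups were examined. Spp1 rose from 0.98 ± 0.415 to 4.86 ± 1.23 CPM (SD, n = 4 each; log2 fold change 2.33, SE 0.28, edgeR adjusted p 0.121). Without Atf3+/+FS6KD replicate 1 its adjusted p was 0.00394, and without Atf3−/−FS6KD replicate 3 it was 0.0393, within a range of 6.48e-14 to 0.230 over all alternatives. Npl rose from 1.46 ± 0.137 to 3.79 ± 0.890 CPM (log2 fold change 1.36, SE 0.18, adjusted p 0.149). Slc15a3 rose by a log2 fold change of 0.62 (SE 0.10, adjusted p 0.248). Aldh9a1 fell from 25.4 ± 2.98 to 15.3 ± 1.57 CPM (log2 fold change −0.73, SE 0.10, adjusted p 0.228). Gsta4 (−0.43, SE 0.06, adjusted p 0.236) and Pde7b (−0.55, SE 0.09, adjusted p 0.248) were lower as well. Npl (chromosome 1, 153503016 to 153549714) and Aldh9a1 (chromosome 1, 167349963 to 167368530) lie on the chromosome of Atf3, where low p values gathered. Pde7b had an adjusted p of 0.0306 without Atf3−/−FS6KD replicate 3, within a range of 6.66e-05 to 0.427. DESeq2 called all 6 genes.

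Low p values in the knockout comparison were unevenly distributed along the genome. Of the 100 genes with the smallest p, 22 started within 60 Mb of Atf3 on chromosome 1 (14 of them lower in Atf3−/−FS6KD), where 2.73 would be expected from the 401 such genes among 14694 ranked. Chromosome 1 as a whole held 26 of the 100, against 5.78 expected. Chromosome 4 came next with 15. The 22 genes started between 131.25 and 172.63 Mb, so none lay next to Atf3. Between 160 and 170 Mb of chromosome 1, 35.2% of 71 genes had an unadjusted p below 0.05. From 190 Mb on, where Atf3 lies, 13.5% of 37 genes did. In the AAV comparison, 5 of the 100 genes with the smallest p lay in the same window, against 2.75 expected.

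**Figure D2:**
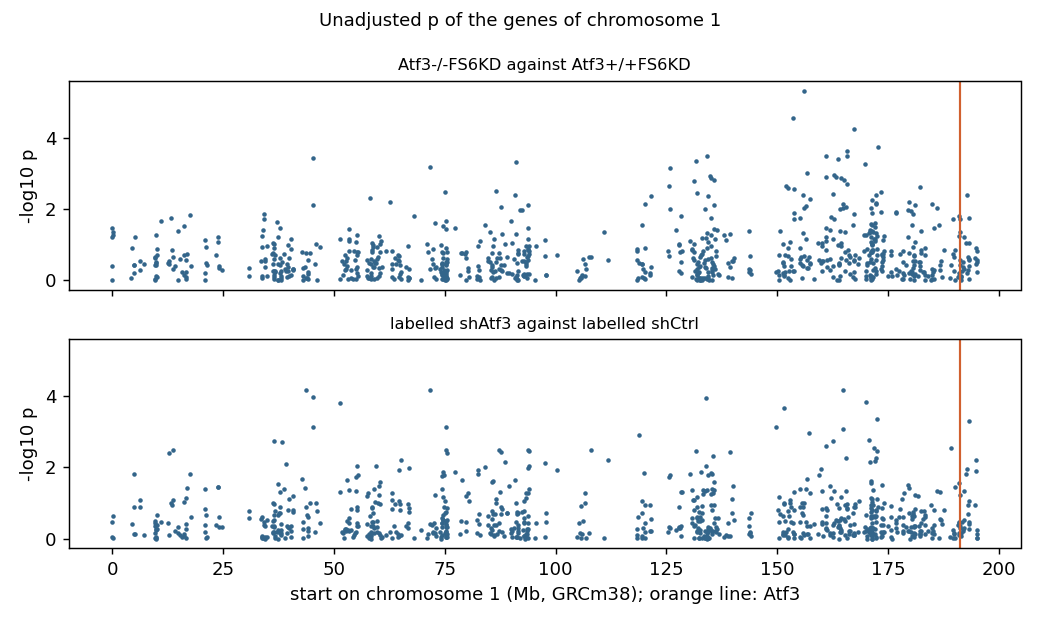
Unadjusted edgeR p of the genes of chromosome 1, as −log10 p (vertical axes), by start position in Mb of GRCm38 (horizontal axis), for the knockout comparison (top) and the AAV comparison (bottom). Each point is a gene and the orange line marks Atf3. In the knockout comparison the share of genes with an unadjusted p below 0.05 was greatest between 160 and 170 Mb (35.2%).

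Whether energy metabolism and mitochondrial gene expression respond to Atf3 was a question of the study, and the 9 gene sets addressed it. In Atf3−/−FS6KD, 80 of 81 nuclear-encoded OXPHOS subunits were lower, with a median log2 fold change of −0.11 (camera adjusted p 1.34e-11). The mitochondrial ribosome fell by a median of 0.08 (68 of 78 genes lower, adjusted p 8.77e-06). Glycolysis (−0.09, 17 of 21 lower, adjusted p 0.00229), fatty acid oxidation (−0.10, 20 of 23 lower, adjusted p 0.00180) and the proteasome (−0.07, 32 of 38 lower, adjusted p 0.00104) were lower too. Collagens were higher, with a median of 0.39 (26 of 30 higher, adjusted p 8.84e-12). Mitochondrial protein import (−0.05, adjusted p 0.237) and the ISRmt genes (0.09, 14 of 23 higher, adjusted p 0.163) did not pass the threshold, and the import median was 0.01 when libraries were scaled by library size alone, which moved the median of all genes to 0.06. Heart failure markers had a median of −0.16 (7 of 10 lower, adjusted p 0.0441). Of these 7 calls by camera, 0 held under fry and 0 held with an estimated correlation. For OXPHOS the adjusted p was 0.102 under fry and 0.305 with the estimated correlation. For collagens it was 0.102 and 0.190. Single genes of the sets at an adjusted p below 0.05 over all genes numbered 0. Adjusted over the list alone there were 6 collagens, 1 heart failure marker and 0 genes of each of the other 7 sets.

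These set shifts were small against the spread between libraries for some sets. The mean log2 CPM of OXPHOS subunits was 8.89, 9.02, 8.87 and 8.99 in Atf3+/+FS6KD replicates 1 to 4 and 8.82, 8.82, 8.84 and 8.86 in Atf3−/−FS6KD replicates 1 to 4, with no overlap. For the mitochondrial ribosome, the mean log2 CPM of Atf3+/+FS6KD replicate 1 (5.675) lay below all 4 Atf3−/−FS6KD libraries (5.684 to 5.712). Within the depth batches of replicates 1 and 2 and of replicates 3 and 4, the OXPHOS median was −0.14 and −0.09 (camera adjusted p 5.80e-10 and 0.000112), and the collagen median was 0.51 and 0.27 (3.44e-17 and 0.000120). The mitochondrial ribosome (−0.05), glycolysis (−0.04), fatty acid oxidation (−0.07), the proteasome (−0.03) and heart failure markers (−0.01) were not called within replicates 1 and 2 alone, and all 5 were called within replicates 3 and 4. The ISRmt median was 0.20 in the first batch (called) and −0.01 in the second (not called). Heart failure markers lost the call without Atf3+/+FS6KD replicate 3 (−0.13) or 4 (−0.14) and without Atf3−/−FS6KD replicate 1 (−0.10) or 4 (−0.05). The ISRmt genes gained one without Atf3+/+FS6KD replicate 3 (0.13) or Atf3−/−FS6KD replicate 4 (0.14), and protein import gained one without Atf3+/+FS6KD replicate 1 (−0.07).

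**Figure D3:**
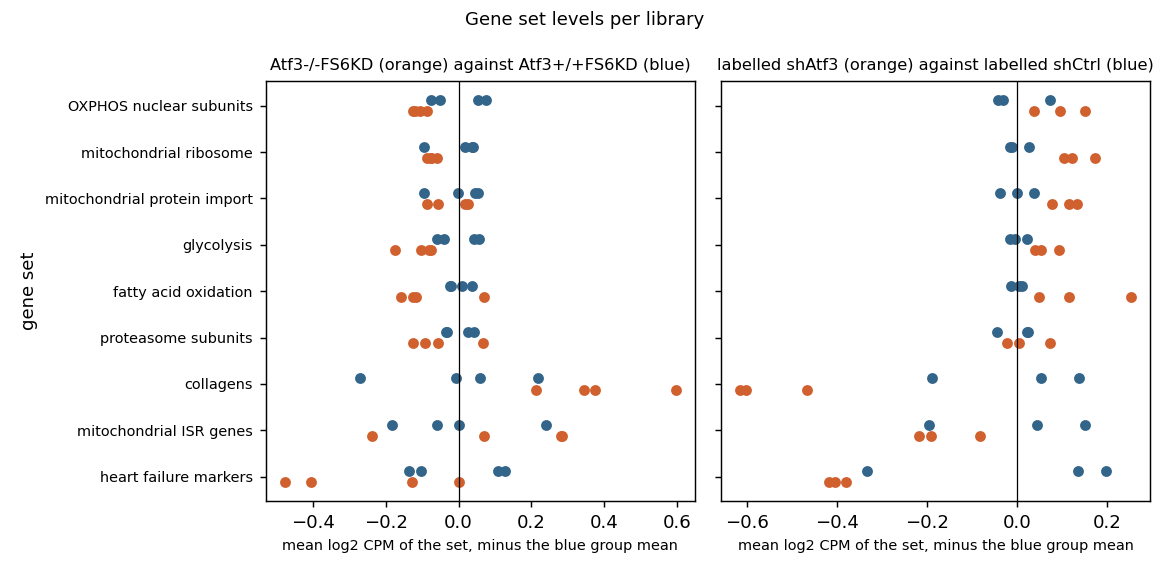
Mean log2 CPM of each gene set per library, minus the mean of the Atf3+/+FS6KD group (left) or of the group labelled shCtrl (right), with 1 point per library and the sets on the vertical axis. The Atf3−/−FS6KD libraries all lie below the Atf3+/+FS6KD libraries for OXPHOS subunits, and the libraries labelled shAtf3 all lie below those labelled shCtrl for collagens.

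The single genes listed beforehand were examined next. Ppargc1a was 120 ± 16.5 CPM in Atf3+/+FS6KD and 104 ± 5.97 CPM in Atf3−/−FS6KD (SD, n = 4 each). Its log2 fold change was −0.21 (SE 0.10, edgeR adjusted p 0.527). Mthfd2 was lower by a log2 fold change of −0.76 (SE 0.32, adjusted p 0.471), which became −0.45 without Atf3+/+FS6KD replicate 3. Col1a1 was higher with no overlap between the groups (0.63, SE 0.18, adjusted p 0.368). Btg2 (−0.58), Ankrd1 (−0.48), Atf4 (0.13), Ddit3 (0.13), Shmt2 (−0.08) and Ndufs6 (−0.11) had adjusted p values between 0.488 and 0.847. Atf5 (−0.10) turned to 0.15 without Atf3+/+FS6KD replicate 3, and Nppa (−0.15) turned to 0.06 without Atf3−/−FS6KD replicate 4. Nppb (−0.17, adjusted p 0.840) shares reads with a copy on an alternate locus, whose share was 43.2% to 44.8% in Atf3−/−FS6KD replicates 1, 2 and 4 and 31.2% to 32.2% in the other 5 libraries. Its log2 fold change was 0.01 when the copy was merged into the gene. None of these genes passed the threshold adjusted over all genes in edgeR, and the groups overlapped for each of them except Col1a1.

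The AAV comparison asked which genes respond to Atf3 knockdown in muscle cells. Of 15225 genes tested, 82 reached an adjusted p below 0.05 in edgeR, 13 higher and 69 lower in the libraries labelled shAtf3. Of these, 22 changed by more than 1 on the log2 scale, and 2 are copies on alternate loci. At an unadjusted p below 0.05 there were 1933 genes (769 higher, 1164 lower), against 761 that chance gives. The 2 groups did not overlap for 2805 genes (18.4%), where chance gives 10%. DESeq2, which was run without the CPM filter, gave 306 genes (76 higher, 230 lower), which included all 82. Without the filter edgeR gave 304 (54 higher, 250 lower), so the rise cannot be assigned to the tool. Scaling by library size alone changed the split from 13 higher and 69 lower to 7 higher and 88 lower. The count depended on single libraries. It was 38, 4 and 285 without the library labelled shCtrl replicate 1, 2 or 3, and 3, 1 and 5 without the library labelled shAtf3 replicate 1, 2 or 3.

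Of the called genes, 5 were higher and 17 lower by more than 1 on the log2 scale. The naming rule admitted only those above 1 log2 CPM on average, without overlap between the groups and not predicted. Among the genes so admitted, those with the greatest decrease in the libraries labelled shAtf3 were Comp, Col8a2, Piezo2, Fmod and Ltbp2. Comp fell from 54.8 ± 12.5 to 16.7 ± 0.798 CPM (SD, n = 3 each; log2 fold change −1.72, SE 0.15, edgeR adjusted p 0.0101). The log2 fold changes of the other four were −1.58 (SE 0.16), −1.45 (SE 0.21), −1.43 (SE 0.22) and −1.36 (SE 0.18), with adjusted p values from 0.0137 to 0.0348. The greatest increases among the admitted genes were in Gcnt1 (1.24, SE 0.20) and Aqp4 (1.19, SE 0.14). Hsd17b7 (0.50, SE 0.08), Myot (0.50, SE 0.07) and Nabp1 (0.47, SE 0.08) came next. Adjusted p values of all these increases ran from 0.0250 to 0.0415. Gcnt1 rose from 4.14 ± 0.867 to 9.82 ± 2.43 CPM. Each of these 10 genes fell short of the threshold when 1 of several libraries was left out. Comp, for example, had an adjusted p of 0.0582, 0.108 and 0.0636 without the library labelled shAtf3 replicate 1, 2 or 3, within a range of 4.78e-29 to 0.108 over all alternatives.

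The single genes listed beforehand were examined in this comparison as well. Col1a1 fell from 169 ± 26.7 to 94.4 ± 8.13 CPM (SD, n = 3 each). Its log2 fold change was −0.84 (SE 0.11, edgeR adjusted p 0.0293). Col1a1 was the only one of the listed genes below the adjusted threshold in edgeR with all libraries. In DESeq2, Ppargc1a (0.28, adjusted p 0.0129) and Ankrd1 (−0.46, adjusted p 0.00265) passed it as well. The adjusted p of Col1a1 was 0.0842 without the library labelled shCtrl replicate 2. It was 0.129, 0.159 and 0.140 without the library labelled shAtf3 replicate 1, 2 or 3. It ranged from 6.91e-11 to 0.159 over all alternatives. Ppargc1a was higher in the libraries labelled shAtf3 with no overlap (0.28, SE 0.06, adjusted p 0.121), as was Mthfd2 (0.35, SE 0.11, adjusted p 0.243). Ankrd1 was lower with no overlap (−0.47, SE 0.11, adjusted p 0.147). Nppa (−1.06, SE 0.34, adjusted p 0.247) and Nppb (−0.49, SE 0.24, adjusted p 0.427) were lower with overlapping groups, and both passed the threshold without the library labelled shCtrl replicate 3 (−1.42 and −0.76). Atf4 (−0.13), Atf5 (0.18), Shmt2 (0.12), Ddit3 (−0.01), Btg2 (0.12) and Ndufs6 (0.16) had adjusted p values between 0.4996 and 0.977, and the signs of Ddit3 and Btg2 changed when single libraries were left out.

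Of the 9 gene sets, 7 were called by camera in the AAV comparison. Collagens were lower in the libraries labelled shAtf3, with a median log2 fold change of −0.56 (25 of 29 lower, adjusted p 1.33e-33), and heart failure markers had a median of −0.40 (9 of 10 lower, adjusted p 6.91e-07). OXPHOS subunits (0.10, 77 of 81 higher, adjusted p 9.52e-10), the mitochondrial ribosome (0.13, 74 of 78 higher, adjusted p 1.09e-15), mitochondrial protein import (0.11, 21 of 24 higher, adjusted p 1.02e-05), fatty acid oxidation (0.16, 21 of 23 higher, adjusted p 8.29e-08) and glycolysis (0.05, 13 of 21 higher, adjusted p 0.0360) were higher. The proteasome (0.03, adjusted p 0.157), whose median was −0.01 when scaled by library size alone (median of all genes −0.04), and the ISRmt genes (−0.06, mean −0.19, adjusted p 0.158) did not pass the threshold. Under fry, 3 of the 7 calls held: collagens (adjusted p 0.0327), the mitochondrial ribosome (0.0327) and protein import (0.0415). With an estimated correlation 0 held, and collagens had an adjusted p of 0.0733. Of the collagens, 9 passed the threshold over all genes and 21 adjusted over the list alone. Of the heart failure markers 2 and 4 did. Adjusted over the list alone there were also 3 glycolysis genes and 1 ISRmt gene, and 0 genes of each of the other 5 sets. Glycolysis lost its call without the library labelled shCtrl replicate 2 (0.05) or 3 (0.07) or that labelled shAtf3 replicate 3 (0.03).

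The fold changes of the 2 experiments, which share no library, were then compared. Across 15109 genes tested in both, Pearson's r was −0.409 and Spearman's rho was −0.381, with the AAV groups as labelled. For the 5075 genes above 5 log2 CPM r was −0.455. Leaving out 1 library moved r between −0.459 and −0.262, and the value nearest to 0 was found without the library labelled shCtrl replicate 1. Of 363 genes with an unadjusted p below 0.05 in both, 344 (94.8%) had opposite signs, as had 63.4% of all genes. Of the 82 genes called in the AAV comparison, 72 had the opposite sign in the knockout comparison, and 19 had an unadjusted p below 0.05 there. With the AAV groups exchanged, every one of these opposite signs becomes the same sign.

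**Figure D4:**
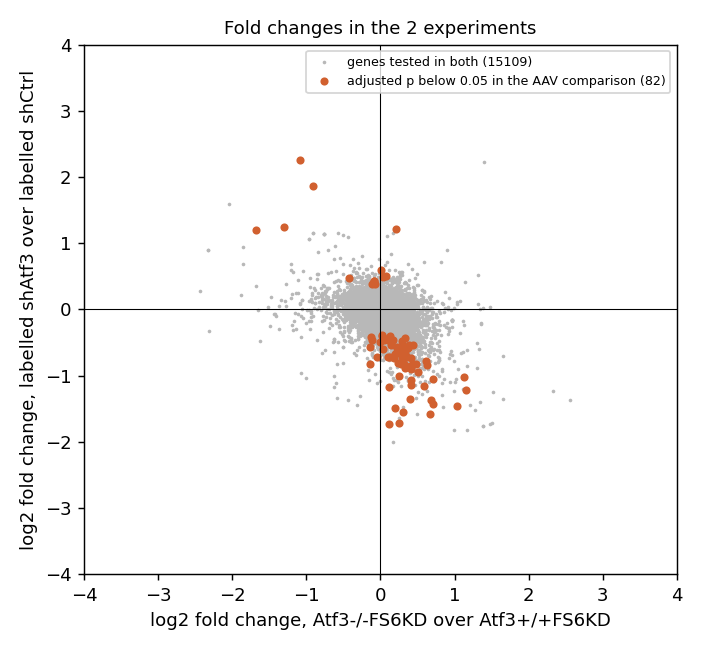
Log2 fold change of each gene in the knockout comparison (horizontal axis, Atf3−/−FS6KD over Atf3+/+FS6KD) and in the AAV comparison (vertical axis, labelled shAtf3 over labelled shCtrl), with the 82 genes called in the AAV comparison in orange. Pearson's r was −0.409 over 15109 genes, and 1 gene lies outside the axes.

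The difference itself was tested as an interaction. Of 15708 genes, 26 had a knockout effect that differed from the labelled knockdown effect at an adjusted p below 0.05 in edgeR, 24 with a positive and 2 with a negative difference. At an unadjusted p below 0.05 there were 2664. The smallest p was that of Mmp2, named after its value was seen (difference 1.25 on the log2 scale, adjusted p 0.0122). With the AAV groups exchanged the count was 0 (651 at an unadjusted p below 0.05), so the count rests on the labels. DESeq2 gave 662. Any single library other than Atf3−/−FS6KD replicate 3 moved the count by more than 1.5 times when left out, from 0 without the library labelled shAtf3 replicate 2 to 168 without Atf3+/+FS6KD replicate 3. Of the sets, 7 of 9 differed between the experiments by camera and 6 of 9 by fry.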

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

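The tests of reads outside the deletion, of retained length, of exchanged AAV groups and of a male heart were chosen after the result was seen. Each of 64 groups of 4 libraries was searched for a library far from the others (Dixon's ratio above its 95% critical value), and 7 such cases were found, where chance gives about 3.2.

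Atf3 was 25.78 CPM in Atf3+/+FS6KD replicate 1 and 6.36 to 6.91 CPM in the other 3 libraries of the group. A single wrong label was tested with chromosome 1 genes chosen without that library, on a scale where 0 is the Atf3+/+FS6KD mean and 1 the Atf3−/−FS6KD mean. The library lay at 0.049, which argues against a wrong label. Atf3 is itself an immediate early gene, and the mean log2 CPM of immediate early genes in this library was 0.412 above the highest of the other 3 Atf3+/+FS6KD libraries (5.11 against 4.20 to 4.70). A response at tissue collection is therefore a candidate explanation for this library. No biological explanation within the group was tested, since the labels give none.

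In the same library Spp1 was 1.602 CPM (0.762 to 0.785 CPM in the other 3) and the mean log2 CPM of the mitochondrial ribosome was 5.675 (5.79 to 5.81 in the other 3). No explanation was tested for these 2 values. Among the Atf3−/−FS6KD libraries, Ankrd1 was 3845 CPM in replicate 2 (1865 to 2106 CPM in the other 3), Atf5 was 107.9 CPM in replicate 3 (59.0 to 66.8 CPM) and Col1a1 was 233.7 CPM in replicate 3 (144.4 to 155.2 CPM). No explanation was tested for these either, and about 3.2 of the 7 cases would be found by chance.

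The presence of Atf3 counts in Atf3−/−FS6KD has a technical candidate explanation. Of the exonic bases of the transcript, 74.95% lie outside the cut sites, so reads from them are counted to Atf3. Whether that accounts for the level depends on how reads are spread along the transcript, which was not measured. With an even spread, retained length alone would limit Atf3 to a log2 fold change of −0.42. The measured value lay 3.169 standard errors above that, which argues against this explanation under an even spread. With reads mostly outside the deletion the limit would be higher, so the explanation is not excluded. A lost effect of the Atf3 protein on its own gene, or a more stable shortened transcript, was not tested and stays open.

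Xist was at 0.342 CPM in Atf3−/−FS6KD replicate 1 and at 139 to 172 CPM in the other 7 libraries of the knockout experiment. A male heart under a female label is argued against by 4 Y-linked genes, which summed to 0.212 CPM there against 0.0628 to 0.301 CPM in the other 13 libraries. Loss of Xist with both X chromosomes active is argued against by the median of X-linked against autosomal genes, which was 0.013 on the log2 scale (−0.02 to 0.04 in the other 7 libraries of the knockout experiment). A single X chromosome without a Y chromosome remains a candidate explanation. All 4 genes that escape X inactivation were lower there, and their mean log2 CPM was −0.565 relative to the lowest of the other 7 libraries (6.49 against 7.06). No biological explanation was tested beyond these.

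The knockout effect differed from the labelled knockdown effect for 26 genes (edgeR interaction, adjusted p below 0.05, 24 positive and 2 negative differences). In 50 drawn pairs of splits of the libraries, 1 gave as many genes, namely the real one, and the next largest count was 5. Chance in both groupings at once is thereby argued against, though with 50 pairs the share cannot fall below 1 in 50. A chance division of either experiment alone was not tested separately for this count, so it is not excluded. By set, the median knockout change minus the labelled knockdown change was −0.2185 for OXPHOS, −0.1998 for the mitochondrial ribosome, −0.1503 for protein import, −0.192 for glycolysis, −0.2395 for fatty acid oxidation, −0.104 for the proteasome and 0.9544 for collagens, all called by camera. Under fry the proteasome (adjusted p 0.176) was not called and the other 6 were (adjusted p 0.000938 to 0.0185). The differences rest on the labels. With the AAV groups exchanged, 0 genes differed in edgeR (651 at an unadjusted p below 0.05; other tools were not run on the exchanged groups). Exchanged labels and a real difference between knockout and knockdown cannot be told apart here: Atf3 was 0.4144 higher on the log2 scale in the libraries labelled shAtf3, which exchanged labels could give, but its groups overlapped and its adjusted p was 0.420, so knockdown was not shown in either direction. The experiments also differ in the way Atf3 was targeted, which stays open as an untested biological difference.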

How the results depend on the processing

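The depth batch term, each depth batch alone, merged copies and exchanged AAV groups were chosen after the result was seen. For every change given below the cause was not tested, except that a test on fewer libraries or a stricter threshold can call fewer genes by construction, and that scaling by library size alone shifts all genes of a comparison together.

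In the knockout comparison, the count of 0 genes (edgeR) became 1575 at an unadjusted p, 196 with DESeq2, 2 with no filter, 8 within replicates 3 and 4, and 0 to 15 when 1 library was left out. It stayed at 0 with limma-trend, and within replicates 1 and 2. Of the 7 sets, 0 were called under fry and 0 with an estimated correlation. Within replicates 1 and 2, 3 sets were called, namely OXPHOS and collagens, 2 of the 7, and the ISRmt genes. The medians of the 7 sets that lost their call under both fry and the estimated correlation were −0.1089 for OXPHOS, −0.079 for the mitochondrial ribosome, −0.0921 for glycolysis, −0.1006 for fatty acid oxidation, −0.0653 for the proteasome, 0.3909 for collagens and −0.1604 for heart failure markers. Heart failure markers also lost it with filterByExpr (−0.153), the length trend removed (−0.1465) and copies merged (−0.0729). Protein import changed sign under library size alone (0.0137), a scaling that moved the median of all genes from 0.0005 to 0.06 and so moved every set upward alike. Merging the copy changed the sign of Nppb (0.0147).

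Within replicates 1 and 2, calls were lost for the mitochondrial ribosome (−0.0508), glycolysis (−0.041), fatty acid oxidation (−0.0701), the proteasome (−0.0323) and heart failure markers (−0.0055). The ISRmt genes were called (0.2041) and protein import changed sign (0.0093). Within replicates 3 and 4, protein import was called (−0.0677) and the ISRmt genes changed sign (−0.0087). Leaving out 1 library gave −0.0708 to −0.0032 for protein import, 0.052 to 0.143 for the ISRmt genes and −0.1878 to −0.0464 for heart failure markers. Atf5 ranged from −0.3356 to 0.1541 and Nppa from −0.2939 to 0.0646. Of 266 values of named genes under alternatives, 254 kept their direction and side of the threshold, 9 passed it and 3 changed sign.

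In the AAV comparison, the count of 82 genes became 1933 at an unadjusted p, 22 above a log2 fold change of 1, 306 with DESeq2, 304 with no filter, and 1 to 285 when 1 library was left out. With a replicate block it was 20, and 19 with the length trend removed as well. The replicate numbers do not pair the samples, so these last 2 counts do not measure a weaker effect. It stayed within 1.5 times with RLE size factors (81), library size (95), limma-trend (85), filterByExpr (79), the length trend removed (75) and copies merged (89). Of the 7 sets, 3 were called under fry and 0 with an estimated correlation. Under fry, OXPHOS (0.0958), glycolysis (0.0504), fatty acid oxidation (0.1569) and heart failure markers (−0.4007) lost their call, and with the estimated correlation the mitochondrial ribosome (0.1349), protein import (0.1109) and collagens (−0.5615) did as well. Glycolysis also lost it under library size alone (0.0107) and with the block (0.0515). The proteasome changed sign under library size alone (−0.0124). This scaling moved the median of all genes to −0.04, so it lowered every set alike. Leaving out 1 library gave 0.0289 to 0.084 for glycolysis, −0.0019 to 0.0587 for the proteasome and −0.1626 to −0.0634 for the ISRmt genes. The ISRmt genes were called without the library labelled shCtrl replicate 2 or shAtf3 replicate 3, and the proteasome without that labelled shAtf3 replicate 2. Ddit3 ranged from −0.1125 to 0.0804 and Btg2 from −0.1797 to 0.517. Of 276 values of named genes, 214 kept their direction and side, 52 lost the threshold, 4 passed it and 6 changed sign.

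The count of 26 genes that differ between the experiments became 2664 at an unadjusted p, 662 with DESeq2 and 0 with the AAV groups exchanged. It ranged from 0 to 168 when 1 library was left out. The correlation of fold changes ranged from −0.459 to −0.2623.

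Total counts differed by depth batch within the knockout groups, and with the batch as a term edgeR again called 0 genes and camera again called 7 sets. Atf3 had 224 to 2667 counts per library, so counting error does not limit its values. Shares of counts between a gene and its copy had 95% Wilson intervals of up to 13.2 points for Ifi207, where as few as 216 counts stood behind a share. Genes below the filter, Fgf21 among them, were not tested.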

Other observations

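The tests of chance for chromosome 1, of an unequally shared haplotype, of a chance division of 1 experiment alone for the correlation, of steps in copy shares, of a cardiomyocyte share and of exchanged AAV groups were chosen after the result was seen.

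Other splits of the same libraries were tried. Of the 35 splits of the 8 knockout libraries, 3 gave at least as many genes at an unadjusted p below 0.05 as the real one (1575). Over all splits, a grouping by chance is therefore not excluded for that count. The larger counts, 1643 and 2098, came from splits that divided the depth batches unequally. Among splits with equal numbers of each depth batch in both groups, the real one gave the most genes, and the next gave 1220. The split that follows the depth batches gave 2098 genes, and 70 at an adjusted p below 0.05. Within the batches edgeR called 0 and 8 genes. As many called sets came from 2 of the 35 splits, so chance is not excluded for the number of sets either. The other knockout splits gave 0 to 7 sets called by camera, and most gave some. Calls by camera were thus found under groupings that were not real as well. Medians of single sets were compared over the splits for OXPHOS and collagens only. In size, the real split gave the largest for both (0.1089 and 0.3909), and the next largest were 0.1059 and 0.3565. For the AAV comparison, 1 of the 10 splits, the real one, gave as many genes and 1 of 10 as many sets. With 3 libraries per group the share cannot fall below 0.1, so a chance division and an effect cannot be told apart there by splits. The other AAV splits gave 0 to 6 sets called by camera, and most gave some.

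Low p values in the knockout comparison gathered on chromosome 1, with 22 of the 100 lowest within 60 Mb of Atf3, where 2.73 would be expected. These 22 genes started between 131.25 and 172.63 Mb, none of them next to Atf3. Chance was argued against by the splits, as 1 of 35 gave as many, the real one, and the next largest number was 8. A response of genes in this window to the loss of Atf3 function cannot be told apart from linkage. In the AAV comparison 5 of the 100 lowest lay in the window, but the labelled knockdown was not shown to lower Atf3.

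A strain haplotype could also give such a cluster, since the study states a mixed C57BL/6J and 129/Ola background. Of 13 genes near Atf3 with a copy, 6 had a share of counts on the copy that moved by more than 10 points between libraries, and these genes are named here after their values were seen. For Ifi207 the share was 28.9% to 31.0% in Atf3+/+FS6KD replicates 1 to 3 and 27.2% to 31.3% in the 6 AAV libraries. It was 49.96% in Atf3+/+FS6KD replicate 4, 48.4% to 52.3% in Atf3−/−FS6KD replicates 1 to 3 and 76.4% in replicate 4. Ifi203 and Ifi204 divided the libraries in the same way. For Sox13 the share was 74.7%, 48.4% and 47.9% in Atf3−/−FS6KD replicates 1, 3 and 4, and 20.3% to 23.1% in the other 11 libraries. Plekha6 was higher in the same 3 libraries. The 95% Wilson intervals were at most 13.2 points wide for Ifi207 and 7.23 for Sox13. The groups did not overlap for 1 gene of 13, Ifi205, and only by a narrow margin. Its share was 30.93% in Atf3+/+FS6KD replicate 4 and 31.18% in Atf3−/−FS6KD replicate 2, and no interval was computed for it. Whether such a haplotype is carried along with the deletion itself cannot be told apart here. Atf3+/+FS6KD replicate 4 shares the middle step, and of the genes nearest to Atf3, Slc30a1 and Rcor3, the latter hardly varies (3.03 points). Slc30a1 (0.13 points) and Desi2 (0.14 points, named after its value was seen) divided almost evenly with their copies in every library. A gene that cannot be told from its copy would do so under any haplotype, so these 2 genes decide nothing. Both are counted among the 13. A chromosome 1 haplotype shared unequally between the groups is in line with the position of Atf3+/+FS6KD replicate 4 on chromosome 1 genes chosen without it, 0.466 between the groups, where the other Atf3+/+FS6KD libraries lay at 0.029 to 0.211 and the Atf3−/−FS6KD libraries at 0.665 to 1.513. Effects of such a haplotype on nearby genes, Npl and Aldh9a1 among them, may thus be mixed with those of the deletion. The cardiomyocyte marker Tnnt2 (log2 fold change −0.36), chosen after its value was seen, also lies in this region.

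Counts divided between a gene and its copy in steps. For Acadl the share of counts on the copy was 23.3% or 24.2%, 42.6% to 43.4%, or 61.1%, and for Kansl1l 34.8% to 35.2%, 49.1% to 52.6%, or 67.1% to 68.0%. The 95% Wilson intervals were at most 1.01 and 6.48 points wide. In 14 of 14 libraries the step of Acadl was also that of Kansl1l, which is in line with strain alleles that differ between the animals. A difference between depth batches is argued against by the 2 steps of Acadl that were found within the batch with fewer of them. Of 575 genes with at least 100 counts in every library, 90 had a share that moved by more than 10 points. For Nppb the share was 44.6%, 44.8% and 43.2% in Atf3−/−FS6KD replicates 1, 2 and 4, against 31.6% in replicate 3, 31.2% to 32.2% in Atf3+/+FS6KD and 31.2% to 32.3% in the AAV libraries, with intervals of at most 1.84 points. Clcn6, Eno1, H6pd and Mfn2 on the same chromosome, named after their values were seen, had a higher share in the same 3 libraries.

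The opposite fold changes of the 2 experiments were then tested. A gene length trend is argued against, as the correlation was −0.4067 with the trend removed. Over all 350 pairs of splits of both experiments, 2 pairs (0.571%), the real one included, gave a correlation as large, with a median size of 0.093. Chance in both groupings at once is thereby argued against. With the knockout groups kept, 1 of the 10 splits of the AAV libraries gave a correlation as large, a share that cannot fall below 0.1. With the AAV groups kept, 2 of the 35 splits of the knockout libraries did. A chance division of either experiment alone is therefore not excluded. Exchanged AAV groups could turn every sign. Atf3 was 0.4144 higher on the log2 scale in the libraries labelled shAtf3, with overlapping groups, so an exchange and an opposite response cannot be told apart. A difference in age at collection could not be tested, because that of the AAV hearts is not given.

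Collagens were higher in Atf3−/−FS6KD and lower in the libraries labelled shAtf3. A different share of fibroblasts could give this. Fibroblast markers that are no collagens moved the same way (median 0.2673 in the knockout comparison and −0.41 in the AAV comparison, 9 of 9 genes in each), and a change within fibroblasts predicts the same, so they cannot be told apart.

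For the OXPHOS shift of the knockout comparison a gene length trend is argued against, as the median was −0.0997 with the trend removed. A lower share of cardiomyocytes could contribute. The median of cardiomyocyte markers that are no OXPHOS genes was −0.1534. Such a share would raise the markers of every other cell type alike. The fibroblast minus endothelial marker score was −0.021 ± 0.281 in Atf3+/+FS6KD and 0.181 ± 0.225 in Atf3−/−FS6KD (SD, n = 4), and the groups overlapped, so this cannot be told apart from a change within cardiomyocytes.

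The marker and check lists gave these medians, with camera calls at an adjusted p below 0.05 over the lists. In the knockout comparison, cardiomyocyte (−0.15), fibroblast (0.33), macrophage (0.29), lymphocyte (0.61), immediate early (−0.32), interferon response (0.13) and cytosolic ribosome genes (0.07) were called. Endothelial (0.10), adipocyte (−0.02), erythrocyte (−0.17), atrial (−0.01, mean 0.02) and clock genes (−0.28) were not, and fry called 0 lists. In the AAV comparison, cardiomyocyte (0.08), fibroblast (−0.50), macrophage (−0.21), atrial (−0.33), clock (0.16) and interferon response genes (−0.33) were called. Endothelial (0.01), adipocyte (−0.32), erythrocyte (0.05), immediate early (−0.03) and cytosolic ribosome genes (0.03) were not, and fry called fibroblast, macrophage and atrial genes. The whole heart holds all of these cell types.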
